A study of Caenorhabditis elegans with 12 samples.

How the data were processed

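Ribosome footprints of 12 samples of mid-L4 larvae were analysed, 3 replicates of each of 4 strains. Per the labels' protocols, lysates were treated with RNase I, monosomes were collected from sucrose gradients, and RNA of about 30 nt was isolated from a gel. The values are raw counts of footprint reads per gene, deposited by the authors in 2 tables, each with 1 let-7 mutant and its own control. The aligner, the counting tool, the genome build, the annotation, the use of strand and the handling of reads that match several places are not stated. Genes that overlap or are near copies of each other can therefore exchange reads.

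The tables held 46711 and 46722 rows, of which 28882 and 28430 had 0 counts in every sample. The 11 rows found in the U18A table alone were left in the fit of that pair. Rows that joined 2 gene names numbered 21 in each table held at most 0.0761% of the counts of a library, and were kept. Each column name matched 1 sample, and all 12 columns were used. Samples were grouped by the description in their labels. Total counts ranged from 8405704 to 44950649, the most abundant gene, eef-1A.1, held at most 2.13% of a library, and depth differed between mutant and control in both tables.

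Gene positions were taken from the WBcel235 annotation of Ensembl release 115 and are given only to identify genes; 97.9% of the genes tested in the U13A pair matched it by name. C32H11.9 was matched through its locus name.

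Each mutant was compared with its own control in edgeR 4.0.16 under R 4.3.3. Genes were kept with filterByExpr at its defaults, libraries were scaled with TMM, and a quasi-likelihood model was fitted with robust estimation. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. The standard error of a fold change was derived from its F statistic. The difference between the changes was tested as a contrast of 4 group means over all 12 libraries. Fixed lists of genes were tested with camera in limma 3.58.1, two-sided, at a preset correlation of 0.01, adjusted over the lists of a comparison. With 3 libraries against 3, a permutation test of a single gene could not reach a p under 0.10, so none is given. CPM of log2 values used a prior count of 2. Intervals and floors cover counting error only, and a gene at or under 3 counts in all libraries of a group was treated as being at the floor.

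Named genes followed a rule set before the data were examined, as did the groups, the main tests, the lists and most alternatives. They are let-7 and lin-41, the members of the lists, the 5 largest rises and 5 largest falls in each pair and the 3 largest differences in each direction. The largest changes needed an adjusted p under 0.05 and a mean of at least 50 counts in the higher group, and within a pair CPM that did not overlap. The lists, written from general knowledge, were the let-7 target list (lin-41, hbl-1, daf-12, pha-4, let-60, die-1, lss-4, ztf-7), the LIN-41-repressed list (lin-29, mab-10, mab-3, dmd-3), the adult collagen list (col-7, col-19, col-38, col-49, col-62, col-63, col-138), the molting list (mlt-8, mlt-9, mlt-10, mlt-11, nas-37, noah-1, noah-2, nhr-23, ptr-4, fbn-1) and the sperm list (gsp-3, gsp-4, peel-1, spe-6, spe-9, spe-11, spe-38, spe-42, spe-44, fer-1). An oocyte list and a yolk list were added after the data had been seen.

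The fits were tested on simulated counts in which 200 genes were changed by 1 on the log2 scale. The U13A fit recovered 81.2% of the changed genes that it tested, the U18A fit 84.6% and the fit of the difference 57.3%. Between 6.56% and 6.98% of the calls were false.

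Alternatives were DESeq2 1.42.0, size factors by the median of ratios, upper-quartile scaling, no count filter, at least 10 counts in every sample, the replicate letter as a block, no robust estimation, all 12 libraries in 1 fit, a minimum change of 1 on the log2 scale, camera with an estimated correlation, fry, and leaving out each replicate. Thinning the libraries of a fit to equal depth was added after the data had been seen. Tests of genes with let-7 seed matches, and of pairing beyond the seed, were planned but not run, because no genome sequence was used here.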

Results

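Ribosome profiling, which sequences the short mRNA fragments protected by translating ribosomes, was carried out on whole Caenorhabditis elegans larvae of the mid-L4 stage grown at 20 °C for 45 h after feeding. The 12 samples formed 4 groups of 3 biological replicates, lettered A to C. The group let7_U13A carried the let-7 allele ma432 together with the lin-41 allele tn1541ma480, and its labels state that effects downstream of lin-41 are excluded in it. Its control, control_for_U13A, carried lin-41(tn1541). The group let7_U18A carried let-7(ma435) and the transgene maIs105, and its control, control_for_U18A, carried maIs105. let-7 is a microRNA gene, and the series concerns how base pairing outside its seed contributes to its function in the animal. The 2 mutants thus differ from each other in the let-7 allele, in the lin-41 allele and in the background strain. Within the U13A pair the lin-41 allele differs as well, so a change there cannot be assigned to let-7 alone.

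Total counts over all genes were 8405704, 12726449 and 12022935 in control_for_U13A and 13359763, 26975815 and 18439416 in let7_U13A. They were 21138669, 44950649 and 31279059 in control_for_U18A and 9447942, 13500599 and 17453345 in let7_U18A. Every library of let7_U13A was therefore deeper than every library of its control, and every library of let7_U18A shallower than every library of its control. Replicates of a group differed by more than sampling noise, with a chi-square per degree of freedom between 5.82 and 39.2, and Pearson correlations of log2 CPM (read counts scaled to library size) across genes ran from 0.985 to 0.995. Across all 12 libraries the first principal component held 42.4% of the variance and separated the U13A pair from the U18A pair. Levels were therefore compared mainly within a pair.

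The altered gene was examined first. The let-7 row held 0 counts in each of the 12 libraries, which allows a level of up to 0.357 CPM in the shallowest library. The alleles could not be checked from the counts, since a mature microRNA is not translated. In the WBcel235 annotation of Ensembl release 115, let-7 (WBGene00002285) lies on chromosome X from 14743590 to 14745321 on the minus strand. The build that the authors used is not stated.

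lin-41 (WBGene00003026), the let-7 target that the labels name, is annotated on chromosome I from 9334800 to 9342496 on the minus strand. It was measured at 43.9 ± 2.22 CPM (SD, n = 3) in control_for_U13A and 53.8 ± 6.01 CPM (SD, n = 3) in let7_U13A. The log2 fold change of 0.29 (SE 0.11) did not pass the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p 0.165), although all 3 mutant libraries lay above the 3 control libraries. lin-41 in the U18A pair stood at 85.1 ± 8.92 CPM (SD, n = 3) in the control and 124 ± 6.30 CPM (SD, n = 3) in the mutant, a log2 fold change of 0.54 (SE 0.08, edgeR adjusted p 7.70e-04). The changes of lin-41 in the 2 pairs were not distinguishable from each other (log2 difference -0.24, SE 0.14, edgeR adjusted p 0.420). In the U13A pair the lin-41 allele itself differs between mutant and control, so the change there does not isolate an effect of let-7. Among the alternatives, leaving out let7_U13A replicate A moved the value in the U13A pair most, to 0.21.

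The comparison of let7_U13A with its control asks which genes differ in ribosome footprints between these strains. Per the labels, effects downstream of lin-41 are excluded in the mutant, but the lin-41 allele itself differs within the pair. Levels of mRNA were not analysed here, so footprint counts do not separate the amount of an mRNA from its translation. Of 12874 genes tested, 726 changed at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 395 higher and 331 lower in the mutant. Of these, 236 changed by at least 1 on the log2 scale. The median log2 fold change of all genes was -0.004. The count depended on single libraries: it was 295 without let7_U13A replicate A and 354 without control_for_U13A replicate B.

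The 5 largest rises and 5 largest falls among called genes with a mean of at least 50 counts in the higher group, and with CPM that did not overlap between the groups, were as follows. haf-6 (WBGene00001816) rose from 1.26 ± 0.286 CPM to 33.0 ± 2.71 CPM (SD, n = 3 each), a log2 fold change of 4.69 (SE 0.18, edgeR adjusted p 4.04e-09), and it overlaps Y48G8AL.7 on the other strand. tiar-2 rose by a log2 fold change of 4.03 and Y32B12B.4 by 3.42. C32H11.9 and dod-21 each rose by 2.98, but these neighbours had almost the same count in each of the 12 libraries, so the counting appears to give reads of one to the other and the rise cannot be assigned to either. ZC374.2 (WBGene00013872) fell from between 105 and 130 counts per library to between 3 and 7, a log2 fold change of -5.45 (SE 0.26, edgeR adjusted p 1.77e-08). T02B5.3 changed by -5.06, cyp-37B1 by -3.33, Y71F9AL.4 by -3.09 and cyp-34A9 by -2.24. For T02B5.3, tiar-2, Y32B12B.4, C32H11.9, dod-21 and cyp-34A9 the U13A control, not the mutant, stood apart from the other strains. For cyp-37B1 neither was clearly apart. cyp-34A9 also fell in the U18A pair (log2 fold change -0.91, edgeR adjusted p 0.0158).

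The same comparison in the U18A pair used a deeper control and had a smaller spread between replicates, with a biological coefficient of variation of 8.51% against 12.5% in the U13A pair. Of 13614 genes tested, 1478 changed at an edgeR adjusted p under 0.05, 559 higher and 919 lower in the mutant. Of these, 350 changed by at least 1 on the log2 scale. Without let7_U18A replicate B the count was 917.

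Under the same conditions the largest rise in the U18A pair was that of F46G11.6, by a log2 fold change of 4.10 (SE 0.29, edgeR adjusted p 8.64e-06), with 6 to 8 counts per library in the control. T12G3.4 rose from 2.62 ± 0.117 CPM to 26.2 ± 1.88 CPM (SD, n = 3 each), a log2 fold change of 3.31 (SE 0.11, edgeR adjusted p 2.47e-09). Y22D7AR.10 rose by 1.69, a call lost with no filter on counts (adjusted p 0.0945), fip-2 by 1.51 and fipr-10 by 1.46. In F46G11.6, T12G3.4, fip-2 and fipr-10 it was again the control that stood apart from the other strains. ZC374.2 had the largest fall here too, from 15.2 ± 2.58 CPM to 0.432 ± 0.200 CPM (SD, n = 3 each), a log2 fold change of -4.98 (SE 0.25, edgeR adjusted p 1.57e-07). col-41 changed by -2.18, dpy-1 by -2.12, F59C6.18 by -2.05 and col-54 by a little less. The levels of col-41, dpy-1 and col-54 also differed between the 2 control strains by over 1 on the log2 scale. col-41 overlaps ucr-2.2 on the other strand, T12G3.4 overlaps bre-5, and whether the counting used strand is not stated.

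Fixed lists of genes were then tested within each comparison with camera, a test of whether a list shifts against all other genes, at a preset correlation of 0.01. The let-7 target list, of which 7 of 8 members were tested, shifted up in the U13A pair (mean log2 fold change 0.36, camera adjusted p 0.0178), and the list mean of all 3 mutant libraries lay above every control library. Its median log2 fold change was only 0.08, because the shift came from daf-12 and hbl-1. daf-12 rose from 5.52 ± 0.328 CPM to 15.7 ± 2.80 CPM (SD, n = 3 each), a log2 fold change of 1.51 (SE 0.16, edgeR adjusted p 1.21e-04). hbl-1 rose by 1.00 (SE 0.25, edgeR adjusted p 0.0332), with 9 to 20 counts per library in the control. The call of hbl-1 was lost with DESeq2 (adjusted p 0.0969), after thinning to equal depth (adjusted p 0.113) and in each of the 6 fits that left out a library (adjusted p 0.0534 to 0.117). Over all genes tested 2 members passed the threshold, and 3 did so when adjusted over the list alone. The list did not shift in the U18A pair (mean log2 fold change -0.12, camera adjusted p 0.939), daf-12 changed by -0.27 (edgeR adjusted p 0.316) and hbl-1 by -0.71 (edgeR adjusted p 0.212). lin-41 was the 1 member past the threshold there, also when adjusted over the list alone.

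**Figure D1:**
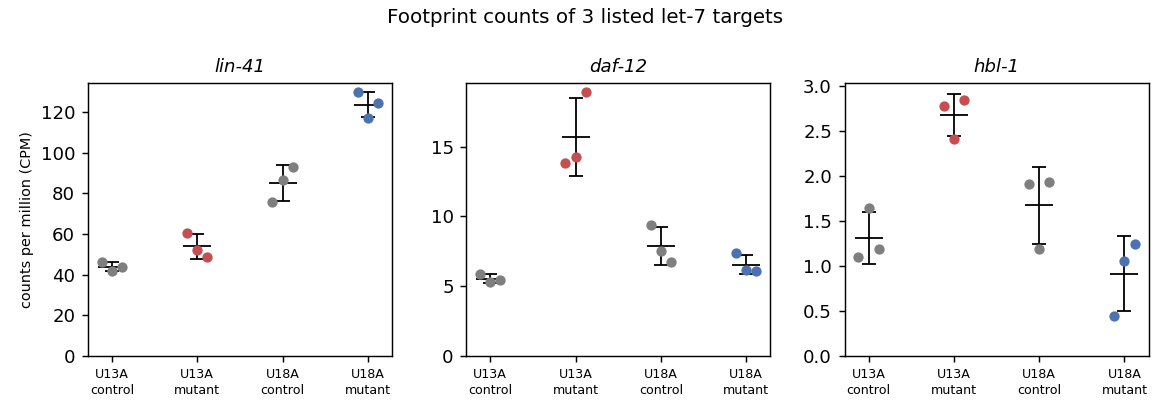
CPM of lin-41, daf-12 and hbl-1 in each library. Points are the 3 libraries of a group, horizontal bars the mean and error bars the SD (n = 3), with libraries scaled within each pair. daf-12 lay at 15.7 CPM on average in the U13A mutant and at 5.52 CPM in its control.

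The LIN-41-repressed list did not pass the threshold in the U13A pair, where 2 of its 4 members were tested (camera adjusted p 0.889), or in the U18A pair, where 3 were tested (mean log2 fold change -0.58, camera adjusted p 0.0926) and the list mean of all 3 mutant libraries lay below every control library. mab-3 fell in the U18A pair (log2 fold change -0.98, SE 0.26, edgeR adjusted p 0.0272), a call lost with DESeq2 (adjusted p 0.0855), after thinning (adjusted p 0.148) and in 4 of the 6 fits that left out a library (adjusted p 0.0541 to 0.120), and it was too low to be tested in the U13A pair. lin-29 and mab-10, which overlap hmg-12 and R166.2 on the other strand, did not change detectably in either pair.

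The adult collagen list, with 7 members tested, shifted down in the U13A pair (mean log2 fold change -0.67, camera adjusted p 3.02e-07), and the list mean of 2 of the 3 mutant libraries lay below every control library. col-49 changed by -1.11 and col-38 by -1.07 on the log2 scale. In the U18A pair all 7 members passed the threshold, but in opposite directions. col-38, col-49, col-63 and col-138 fell by between 0.69 and 0.80, while col-7, col-19 and col-62 rose by between 0.75 and 0.80. The calls of the 3 that rose were lost with all 12 samples in one fit (adjusted p 0.110, 0.214 and 0.0980), those of col-7 and col-62 also with no filter on counts (0.160 and 0.149), and that of col-7 without let7_U18A replicate A (0.0516). The list as a whole was called lower (mean log2 fold change -0.089, camera adjusted p 0.00867). The list mean of only 1 of the 3 mutant libraries lay below every control library. Without let7_U18A replicate C the call was lost (adjusted p 0.882) and the direction reversed. col-7 and col-62 are neighbours with nearly equal counts in every library and cannot be told apart.

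The molting list, chosen as a check of developmental phase, moved in opposite directions. In the U13A pair it shifted up (mean log2 fold change 0.62, camera adjusted p 1.46e-05), with fbn-1 at 2.30 and noah-1 at 1.20 past the threshold. noah-1 lost its call without control_for_U13A replicate B (adjusted p 0.0817) and without let7_U13A replicate A (adjusted p 0.0565). In the U18A pair it shifted down (mean log2 fold change -0.98, camera adjusted p 3.72e-22), with 9 of 10 members past the threshold. In each pair the list means of the 3 mutant libraries did not overlap those of the 3 control libraries. fbn-1 overlaps upp-1 on the other strand. The sperm list, also a check of stage, did not pass the threshold in the U13A pair (mean log2 fold change -0.19, camera adjusted p 0.0763) or in the U18A pair (mean log2 fold change -0.17, camera adjusted p 0.326), although in both pairs its mean in all 3 mutant libraries lay below every control library. Of its members spe-44 changed in both pairs, by -0.62 (edgeR adjusted p 0.0494) and -0.63 (edgeR adjusted p 0.0221), but both calls were lost after thinning to equal depth (adjusted p 0.0547 and 0.0509) and in 5 and 4 of the 6 fits that left out a library (adjusted p up to 0.229 and 0.125). Members past the threshold over all genes, and when adjusted over the list alone, numbered 4 and 4 in the adult collagen list, 2 and 3 in the molting list, 1 and 1 in the sperm list and 0 and 0 in the LIN-41-repressed list in the U13A pair. The corresponding numbers in the U18A pair were 7 and 7, 9 and 9, 1 and 1, and 1 and 1.

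These list results depended on how correlation between genes was treated. With a correlation estimated from the data, no list passed the threshold in either pair. With fry, which needs no preset correlation, the U13A calls of the let-7 target list (adjusted p 0.00848) and the adult collagen list (adjusted p 0.0461) held and that of the molting list did not (adjusted p 0.0853), while the U18A calls of the molting list (adjusted p 0.0116) and the adult collagen list (adjusted p 0.0418) held. fry also called lists that camera did not, the sperm list in the U13A pair (adjusted p 0.0461) and the U18A pair (adjusted p 0.0114) and the LIN-41-repressed list in the U18A pair (adjusted p 0.0418).

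**Figure D2:**
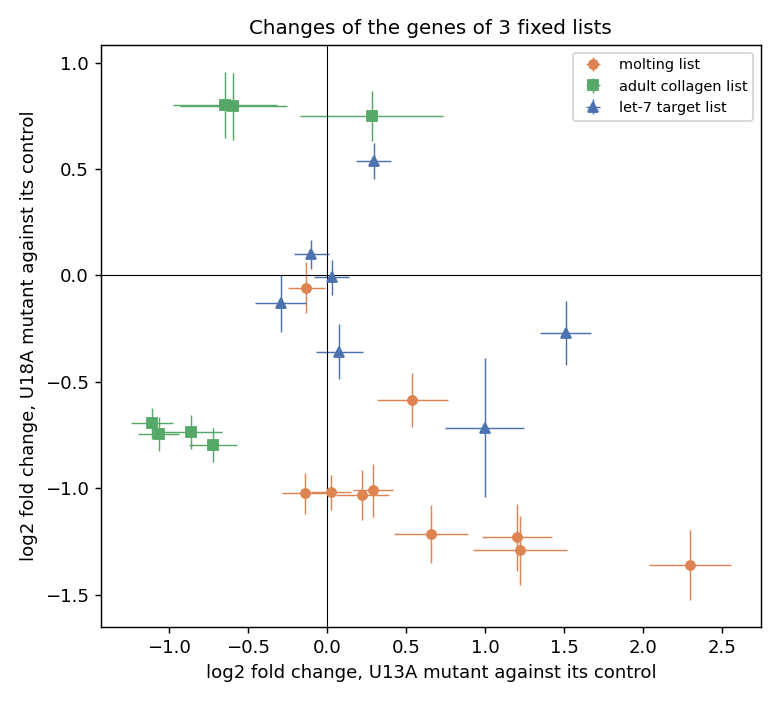
Log2 fold change of each tested member of 3 lists in the U13A pair (horizontal axis) and the U18A pair (vertical axis), with bars of 1 standard error. The molting genes averaged 0.62 in the U13A pair and -0.98 in the U18A pair.

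Whether the U13A and U18A changes differ was tested in 1 model over all 12 libraries. Of 13597 genes tested, 759 had a different change at an edgeR adjusted p under 0.05, 551 of them with a higher value in the U13A pair and 208 with a lower one. Of these, 401 differed by at least 1 on the log2 scale. Among called genes with the same minimum of counts, the largest differences upward were those of haf-6 (5.02), C02E7.10 (4.05) and tiar-2 (4.04). The downward ones were those of T02B5.3 (-4.47), F46G11.6 (-4.28) and cyp-37B1 (-3.21). C02E7.10 had at most 3 counts in each library of control_for_U13A, so its fitted difference is no measure of size; it was at least 5.17-fold higher in let7_U13A. The changes of daf-12 differed by 1.78 (SE 0.23, edgeR adjusted p 1.23e-04) and those of hbl-1 by 1.72 (SE 0.42, edgeR adjusted p 0.0191), a call lost without control_for_U13A replicate C (adjusted p 0.0531). Among the lists, the molting list differed (mean log2 difference 1.60, camera adjusted p 1.10e-22), also with an estimated correlation (adjusted p 0.0224) and with fry (adjusted p 0.00271). The adult collagen list differed with the preset correlation (mean log2 difference -0.58, camera adjusted p 0.00838) but not with an estimated one (adjusted p 0.312) or fry (adjusted p 0.104). Of 100 splits of the libraries, 26 gave a camera p as small, but such splits do not stand for equal changes. The let-7 target list (camera adjusted p 0.101), the LIN-41-repressed list (0.202) and the sperm list (0.593) did not differ past the threshold, but fry called the difference of the let-7 target list (adjusted p 0.00281).

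Of 12820 genes tested in both pairs, 716 changed in the U13A pair and 1412 in the U18A pair, and 245 changed in both, where 78.9 would be shared by chance. Of the 245, 66 were higher in both mutants, 81 lower in both, 81 higher in the U13A mutant and lower in the U18A mutant, and 17 the reverse, so 60.0% changed in the same direction. The log2 fold changes correlated weakly across genes (Pearson 0.127, Spearman 0.144), and genes are not independent replicates.

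**Figure D3:**
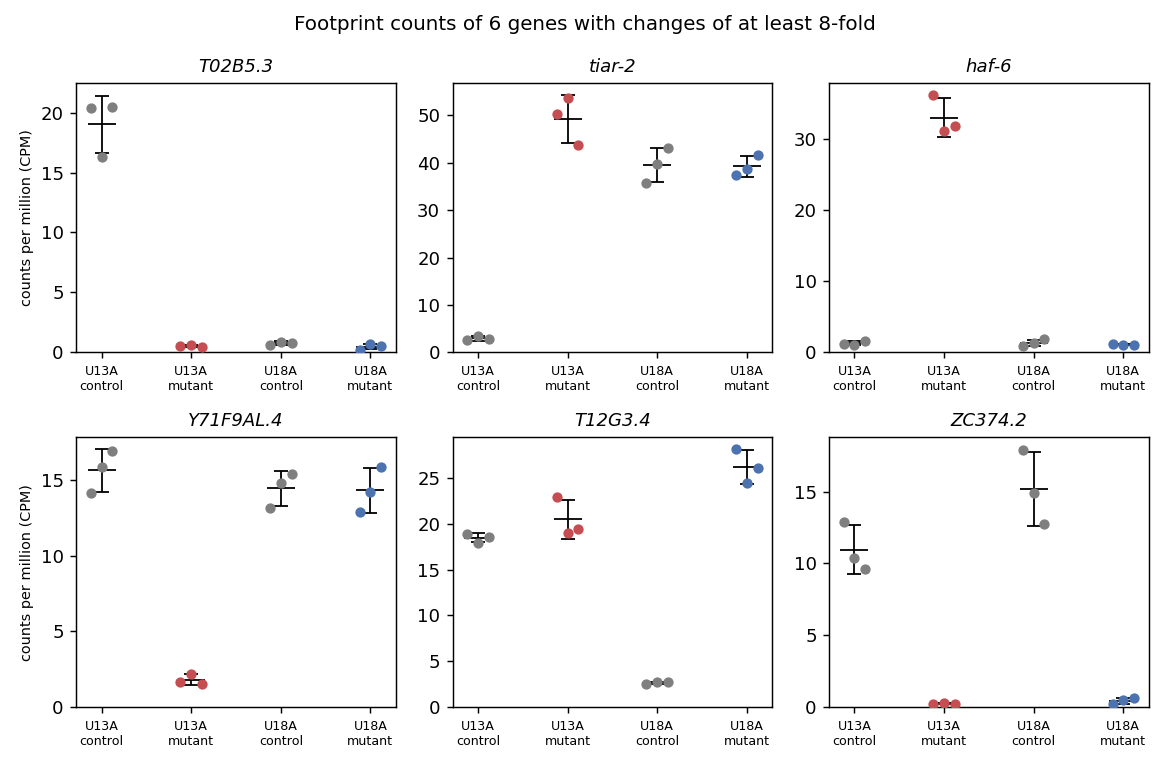
CPM of 6 genes with changes of at least 8-fold in a pair. Points are libraries, horizontal bars the mean and error bars the SD (n = 3), with libraries scaled within each pair. T02B5.3, tiar-2 and T12G3.4 stood apart in 1 control group, haf-6 and Y71F9AL.4 in the U13A mutant, and ZC374.2 was low in both mutants.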

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

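The results here were picked out because the U13A and U18A changes differed in the model over all 12 libraries, except ZC374.2, cyp-34A9, Y22D7AR.10 and col-41, which are given beside other genes of the naming rule. The tests of their explanations were chosen after the results had been seen.

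The number of genes whose changes differed was 759. Libraries were regrouped within each pair, and 1 of the 100 splits drawn, the real one, gave as many. The largest other split gave 174 genes. Regrouping breaks up the change within each pair, so it stands for no change in either pair and not for equal changes. It therefore cannot decide whether the changes differ. For the 726 genes of the U13A pair, 1 of the 10 splits of the 6 samples gave as many, and for the 1478 genes of the U18A pair also 1 of 10, again the real split. With 10 splits the share cannot fall under 0.1, so these counts decide nothing. The pairs differ in the let-7 allele, the lin-41 allele, the background strain and the table, and these cannot be told apart in a difference between pairs.

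The molting list differed by a mean of 1.60 on the log2 scale, and 1 of the 100 splits drawn gave a camera p as small, the real one. That count has the limit given above for splits of the difference. In the U13A pair 1 of 10 splits did so, and in the U18A pair 1 of 10. Its members past the threshold were mlt-8 (0.89), mlt-9 (1.26), mlt-10 (1.05), mlt-11 (1.87), nas-37 (1.13), noah-1 (2.44), noah-2 (2.52), ptr-4 (1.30) and fbn-1 (3.66). The call of nas-37 was lost after thinning (adjusted p 0.102), with the replicate block (adjusted p 0.121) and in 8 of the 12 fits that left out a library (adjusted p 0.0506 to 0.0803). The tables argue against a difference in library depth: with every library thinned to the same total the camera adjusted p was 2.90e-25. A difference in developmental phase at harvest may contribute. The 2 control groups, neither with a let-7 change, differed in the list by a mean of 1.81 on the log2 scale, more than the 0.62 and -0.98 of the mutants against their controls. Phase, strain and table vary together between the controls, so this cannot be told apart from a strain difference, and an effect of let-7 on molting genes stays open.

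The adult collagen list differed by a mean of -0.58, but 26 of the 100 splits drawn gave a camera p as small, so regrouped libraries often give such a p. These splits, and those of the other lists below, do not stand for equal changes, so they cannot decide the difference. In the U13A pair 1 of 10 splits of the 6 samples gave as small a p, and in the U18A pair 1 of 10. The other lists did not differ past the threshold, and their split counts for the difference were 8 of 100 for the let-7 target list, 29 of 100 for the LIN-41-repressed list and 75 of 100 for the sperm list.

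hbl-1 differed by 1.72 and daf-12 by 1.78. Both lie in the let-7 target list, for which 1 of 10 splits of the U13A samples and 8 of 10 of the U18A samples gave a camera p as small. hbl-1 had at most 67 counts in a library, and its difference went past 0.05 without control_for_U13A replicate C (adjusted p 0.0531). daf-12 kept its side of the threshold under each alternative run. An effect of the let-7 allele on daf-12 stays open, as does any other difference between the mutant strain and its control. Both genes moved in the direction of the molting list in each pair, although their U18A changes did not pass the threshold. A difference in developmental phase at harvest, raised above for that list, was not tested for daf-12 or hbl-1 and stays open.

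Among changes of at least 8-fold within a pair, some trace to the control. Only genes that met the naming rule were examined here, and further called genes of the U13A pair with such changes, which had a mean under 50 counts in the higher group, were not. A difference carried by the control strain was asked for by setting each pair against the control of the other pair, with all 12 libraries scaled together and a margin of 1 on the log2 scale. In the U13A pair the control was the strain apart for 3 of 7 genes: tiar-2 (difference between the changes 4.04), Y32B12B.4 (3.35) and T02B5.3 (-4.47). For these a variant or other property of the control strain is a candidate explanation, and a let-7 effect is not needed. For 3 of the 7, haf-6 (5.02), Y71F9AL.4 (-3.08) and ZC374.2, the controls lay near each other, which argues against a difference carried by the control strain. For 1 of the 7, cyp-37B1 (-3.21), neither strain was clearly apart, and the explanations cannot be told apart. In the U18A pair the control was the strain apart for 2 of 3 genes, F46G11.6 (-4.28) and T12G3.4 (-3.16), and the mutant for 1 of 3, ZC374.2. A second change in the U13A mutant strain stays open for haf-6 and Y71F9AL.4, as no other strain with its let-7 allele was analysed here.

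The other genes with the largest changes in a pair were set against the control of the other pair in the same way. In the U13A pair the control was the strain apart for 3 of 3 genes: C32H11.9 (3.65) and dod-21 (3.67), which share reads, and cyp-34A9. cyp-34A9 was also lower in the U18A mutant than in its control, and its changes in the pairs did not differ past the threshold (edgeR adjusted p 0.0576). An effect shared by both mutants therefore stays open for cyp-34A9. In the U18A pair the control was apart for 2 of 7 genes, fip-2 (-2.04) and fipr-10 (-1.67). A difference carried by the control strain is a candidate explanation for these genes too. For 2 of the 7, Y22D7AR.10 and F59C6.18 (2.29), the controls lay near each other, which argues against it. For 3 of the 7, col-41, dpy-1 (1.90) and col-54 (1.57), the mutant lay farther from the other control, but the controls themselves differed by over 1 on the log2 scale, so the explanations cannot be told apart.

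C02E7.10 (4.05) was at the floor in the U13A control and had 1.90 CPM in the U13A mutant, 1.71 CPM in the U18A control and 1.33 CPM in the U18A mutant. No explanation was tested for it.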

How the results depend on the processing

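Thinning to equal depth was added after the data had been examined; the other alternatives were chosen before. Where no cause is named, the cause was not tested.

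The count of the U13A pair was 726. It fell to 236 with a minimum log2 change of 1, which removes genes by its construction. With all 12 samples in one fit it was 1131, and that of the U18A pair 1150. Over the other scalings, filters, DESeq2, fits without robust estimation and thinning it stayed between 589 and 942. Of the 726 genes, 613 were also called by DESeq2 and 548 after thinning. The U18A count of 1478 fell to 350 with the minimum change, where 26.9% of genes were higher against 37.8%, and the count of differences, 759, fell to 401. Leaving out 1 replicate gave 295 to 849 genes in the U13A pair, lowest without let7_U13A replicate A, 917 to 1529 in the U18A pair and 542 to 775 for the difference. The share of U13A calls that were higher, 54.4%, ranged from 45.1% without let7_U13A replicate C to 66.7% without let7_U13A replicate B.

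Shared genes, 245, fell to 37 with the minimum change, of which 35.1% had the same direction against 60.0%. Leaving out 1 replicate gave 105 to 293 shared genes and 52.2% to 71.4% in the same direction. The correlation across genes was 0.0588 with DESeq2 and 0.0784 to 0.170 across the fits that left out a replicate.

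Same-letter deviations gave no clear sign that replicate letters paired the samples, but weak pairing is not excluded. Same-letter correlations of deviations were -0.0309, 0.0173 and -0.356 in the U13A pair and 0.137, -0.00585 and 0.129 in the U18A pair. With the replicate block the counts were 424, 1701 and 638, the shared genes 152, and the let-7 target list differed at an adjusted p of 0.0422. The block changed no other call of a list or of lin-41. Among the genes whose values are reported it removed the calls of hbl-1 (adjusted p 0.0800) and spe-44 (adjusted p 0.0814) in the U13A pair and of nas-37 in the difference (adjusted p 0.121).

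lin-41 kept its direction and its side of the threshold in both pairs under each alternative run, from 0.21 to 0.36 and from 0.46 to 0.60 across the fits that left out a replicate.

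Camera with an estimated correlation gave adjusted p values of 0.151 for the let-7 target list and the adult collagen list and 0.212 for the molting list in the U13A pair. In the U18A pair it gave 0.320 for the adult collagen list and 0.102 for the molting list, and for the difference 0.312 for the adult collagen list. fry gave 0.0853 for the molting list and 0.0461 for the sperm list in the U13A pair, 0.0418 for the LIN-41-repressed list and 0.0114 for the sperm list in the U18A pair, and 0.00281 for the let-7 target list and 0.104 for the adult collagen list in the difference. The U13A call of the let-7 target list was lost with at least 10 counts in every sample (0.0728), and the U18A call of the adult collagen list with all 12 samples in one fit (0.0554). The direction that camera gave the let-7 target list in the U18A pair, far from the threshold, reversed with no filter (0.998), with the replicate block (0.966), with all 12 samples in one fit (0.958) and with fry (0.741).

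Leaving out 1 replicate moved the adjusted p of the lists as follows. In the U13A pair it ranged from 0.00544 to 0.0347 for the let-7 target list, 0.346 to 0.922 for the LIN-41-repressed list, 8.97e-13 to 3.93e-05 for the adult collagen list, 1.13e-08 to 6.09e-04 for the molting list and 0.0347 to 0.254 for the sperm list, whose call appeared without control_for_U13A replicate A. In the U18A pair the ranges were 0.670 to 0.966, 0.0414 to 0.371, 7.61e-04 to 0.882, 3.32e-33 to 4.76e-19 and 0.268 to 0.454 in the same order. The LIN-41-repressed list passed the threshold without control_for_U18A replicate B. The adult collagen list lost it without let7_U18A replicate C, where its direction also reversed. Far from the threshold, the let-7 target list reversed in the U18A pair without control_for_U18A replicate B (0.670) and without let7_U18A replicate B (0.966). The LIN-41-repressed list reversed in the U13A pair without control_for_U13A replicate A (0.922), control_for_U13A replicate C (0.687) or let7_U13A replicate C (0.842). For the difference the ranges were 0.0367 to 0.151, 0.0836 to 0.444, 1.99e-05 to 0.0779, 6.40e-26 to 1.36e-20 and 0.387 to 0.894. The let-7 target list passed without control_for_U18A replicate B, and the adult collagen list lost its call without control_for_U13A replicate B.

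The genes whose values are reported kept their direction under each alternative run, replicates left out included. Members of the lists whose values are not reported, 74 combinations of gene and comparison, were each refitted under several alternatives. Over those that kept all replicates, 13 of the refits reversed, 10 were stronger, 2 weaker and 608 the same. Over the fits that left out a replicate, 68 reversed, 5 were stronger, 7 weaker and 514 the same. In the reported genes, spe-44, hbl-1 and mab-3, and nas-37 in the difference, lost their calls most often, mab-3 with an adjusted p of 0.148 after thinning. The U18A calls of col-7, col-19 and col-62 were lost with all 12 samples in one fit (adjusted p 0.110, 0.214 and 0.0980).

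The seed-match and pairing tests, with their alternatives, were not run. Low counts left mab-3 untested in the U13A pair and dmd-3 untested in both pairs. dmd-3 had 2 counts in the deepest library, control_for_U18A replicate B with 44950649 counts, which argues against depth as the reason. mab-3 averaged 0.279 CPM in control_for_U13A and 0.385 CPM in let7_U13A, with libraries scaled within each pair. It averaged 1.79 CPM in control_for_U18A and 0.899 CPM in let7_U18A. The lower level in the U13A pair argues against depth alone.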

Other observations

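The tests in this part were chosen after the results had been seen, except the medians of the oocyte genes whose values had not been looked at; their fry and split tests were added later.

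ZC374.2 fell in both mutants. The tables argue against loss of a chromosome segment that spans its neighbours. The 4 tested neighbours on each side had a median log2 fold change of 0.14 over both pairs. A loss confined to ZC374.2 would leave the neighbours unchanged, so these values cannot exclude it. The gene lies 4.71 megabases from let-7 on chromosome X in the WBcel235 annotation. A sequence change linked to the edited let-7 locus could also lower it in both strains. Of 466 tested genes between the 2 loci, 5 fell past the threshold in both pairs. No strain with the linked region and without the let-7 change was analysed here, so a linked change and an effect of let-7 cannot be told apart.

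lin-41 rose in the U18A mutant by 0.54, and its 0.29 in the U13A mutant did not pass the threshold. The rise could reflect a larger share of oocyte RNA in the mutant samples, since lin-41 is also active in oocytes. An oocyte list of 22 genes had a median log2 fold change of 0.67 in the U13A pair and 0.85 in the U18A pair, but it was written after 12 of them had been seen to rise, so these medians test nothing. The 10 members not looked at before had a median of 0.14 in the U13A pair (7 higher, fry p 0.385) and 0.45 in the U18A pair (9 higher, fry p 4.51e-04). For these 10 genes 5 of the 10 splits of the 6 U13A samples and 1 of the 10 splits of the U18A samples gave a camera p as small. The tables do not give the rise of lin-41 that a larger share of oocyte RNA would bring, so in the U18A pair such a share and an effect of let-7 on lin-41 cannot be told apart. The yolk list of 6 genes, made in the intestine, had a median of 0.57 in the U13A pair and 0.94 in the U18A pair. All 6 had been seen before. A difference in developmental phase at harvest, raised above for the molting list, was not tested for lin-41 and stays open too.

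The genes changed in both mutants numbered 245. Other splits of either table called 0 genes, so the splits were compared by their genes of smallest p, 716 in the U13A table and 1412 in the U18A table, as many as the real splits called. Of 100 pairs of splits, 1 in each table, 2 of 100 shared as many such genes, the real pair included. The other pairs shared a median of 90 genes, and the largest of them 261. The remaining lists were also set against the 10 splits of each table. The LIN-41-repressed list had a camera p as small in 10 of 10 splits of the U13A samples and 3 of 10 of the U18A samples, and the sperm list in 3 of 10 and 4 of 10.

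Rows present in the U18A table alone numbered 11, and each had a name made of a month abbreviation and a number. The U13A table had 0 such names left. Names read as dates by a spreadsheet may explain their loss, and no biological explanation was tested.

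Gene families were described without a test, among 102 name classes with at least 10 tested members in the U13A pair. All 13 genes of the abu class were lower in the U13A mutant (median log2 fold change -0.99), and 13 of 14 were lower in the U18A mutant (-0.16). All 12 nspb genes were lower in the U13A mutant (-0.66), and 11 of 12 were higher in the U18A mutant (0.70). Of 72 histone genes of the his class, 67 were lower in the U13A mutant (-0.30) and 71 in the U18A mutant (-0.27). These directions held under TMM, median-of-ratios and upper-quartile scaling. Members of such families can share reads, so they are not independent.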
